A study of Glycine max with 6 samples. Its data were reported in "Differential Gene Expression in Soybean Leaf Tissues at Late Developmental Stages under Drought Stress Revealed by Genome-Wide Transcriptome Analysis" (2012).

How the data were processed

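Total RNA of trifoliate leaves from 3 well-watered and 3 drought-stressed soybean plants was hybridised by the authors to Affymetrix Soybean Gene 1.0 ST arrays. The authors summarised the probes per gene with RMA in Affymetrix Expression Console without normalization, took log2 values into GeneSpring and shifted each array to its 75th percentile. RMA and Expression Console are also named in the submitters' processing notes, without versions. The deposited log2 values are centred besides on the median of each probe set over the 6 arrays, a step read from the values, since the largest absolute row median was 5e-07. Absolute signal is thereby lost, so that no filter on dim probe sets and no variance trend with intensity could be applied, and signal over background is not known. The table held 66184 probe sets with no missing value.

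The authors also deposited a table of fold changes, p-values and corrected p-values for drought over well-watered leaves, in which a fall is written as a negative fold. The log2 of the deposited fold differed from the difference of group means by at most 5.5e-07, which settles the direction of the comparison and the log base. The deposited p-values differed from an equal-variance test on the value table by at most 4.4e-06, and the corrected p-values from a Benjamini-Hochberg adjustment over 66184 probe sets by at most 0.00056.

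Groups were taken from the labels. Because the values were already scaled and centred they were used as deposited, as had been laid down for that case. Drought and well-watered arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, treatment as the only term), with Benjamini-Hochberg adjustment over all probe sets. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold, which are the study's criteria. The SE is that of the moderated fit. Gene lists were tested against all other genes with camera at an inter-gene correlation of 0.01 and again with a correlation estimated from the arrays, and as self-contained sets with fry, with Benjamini-Hochberg adjustment over the 10 lists of at least 5 genes.

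There were 11 lists by gene identifier, taken from the study: 8 hormone lists and 1 NAC list that it drew from V6 leaves of other plants, 1 NAC list drawn from the same R2 arrays, and the 10 genes it measured by qRT-PCR. The hormone lists and the V6 NAC list hold only genes that changed at least 2-fold under drought at V6, not whole families. A shift of such a list shows that genes responsive at V6 also moved at R2, not that a class as a whole moved. A further 34 keyword lists were to be searched in gene descriptions. The descriptions at hand covered 1831 of the 3189 array genes of chromosome 1 alone, so these lists are partial and their members were counted but not tested. None of the array's identifiers, which are those of the Glyma1 annotation, matched the 59048 genes of the RefSeq table for assembly Glycine_max_v4.0. Names are therefore those of the study's lists, and similarity to Arabidopsis genes is as given there. The groups, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule took the 10 largest rises and 10 largest falls among called genes whose groups did not overlap, all 10 qRT-PCR genes, in each list the 2 called members with the largest change in each direction (or the member with the smallest p where none was called), the 4 NAC genes with the largest rise and all NAC genes called lower. The NAC genes of this rule are those of the study's NAC lists. Of the largest rises and falls without a name, only 2 of each are printed.

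The gene test was tested on simulated data with the spread of each of the 66184 probe sets and 200 changed genes. For drought against well-watered leaves, 12% of genes changed 2-fold were called, 50% of those changed 3-fold, 70% of those changed 4-fold and 94% of those changed 8-fold, with 5 unchanged genes passing the adjusted p. In the real comparison 13172 probe sets passed the adjusted p, far more than the 200 genes changed here, so the adjustment was stricter in the simulation. The shares called are therefore not those of the real comparison. Of 200 simulated unchanged lists of 14 genes, 8 had a camera p under 0.05. These lists had no correlation between genes, which the real lists can have.

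The alternatives were subtracting each array's median, quantile normalization, array weights, the methods' t-test, no fold criterion, an estimated inter-gene correlation and leaving out each array in turn. Some probe sets could not be told apart, since 214 shared all their values with another in 90 sets, and counting each set once was added after seeing the data. The intensity trend and the filter on dim probe sets were not run. All probe sets carried an identifier and the values were used as deposited, so that the alternatives of all probe sets and of unshifted values did not differ from the values reported.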

Results

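The third trifoliate leaves of soybean (Glycine max) at the R2 stage, which is full bloom, were profiled on Affymetrix Soybean Gene 1.0 ST arrays. The plants grew 3 to a pot, and water was withheld for 5 days from the start of flowering until the soil moisture reached 5%. Control plants were watered as usual. There were 3 arrays of well-watered plants, numbered 1, 3 and 4, and 3 arrays of drought-stressed plants, numbered 11, 12 and 13. Each array held values for 66184 probe sets, each with a gene identifier of its own. The values are log2 expression relative to the median of that probe set over the 6 arrays, so the level of one gene cannot be set against that of another. The labels speak of a drought-treated pot and a control pot, and it is not stated whether the plants of a treatment shared a pot, so pot and treatment may not be separable and the p-values may measure only the spread between plants of a pot. The small number of arrays limits the precision of every value.

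The comparison between drought-stressed and well-watered leaves asked which genes respond to water deficit during flowering. In drought-stressed leaves 3295 genes were higher and 3065 were lower by at least 2-fold at an adjusted p under 0.05 (limma, Benjamini-Hochberg over 66184 probe sets). The rises reached further than the falls, with 862 genes higher and 518 lower by at least 4-fold, and 81 higher and 18 lower by at least 16-fold. The largest rise was that of Glyma16g02390, with a log2 fold change of 7.09 ± 0.25 (SE, n = 3 per group), followed by Glyma19g41550 with 6.85 ± 0.16. The largest falls were those of Glyma17g32100, with a log2 fold change of -6.32 ± 0.36, and Glyma11g12410, with -5.29 ± 0.22. The files used here do not pair these identifiers with gene names. Without the fold criterion, 6589 genes were higher and 6583 lower. The methods' t-test on the same values gave 2319 genes higher and 2041 lower, all of them among the genes called with limma. In 6335 of the 6360 calls the 3 drought values lay wholly on one side of the 3 well-watered values. Such a separation was found for 36.0% of all probe sets, where chance gives 10% for 3 against 3.

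Most genes of the study's abscisic acid list rose in drought-stressed leaves. Of its 14 genes 11 were called higher, none was called lower and 3 were not called, with a median log2 fold change of 2.97. The study had chosen these genes for change under drought in V6 leaves of other plants, as it had the other hormone lists below. Glyma15g40070, similar to Arabidopsis NCED3, which cleaves carotenoids in the rate-limiting step of abscisic acid synthesis, had the largest rise, with a log2 fold change of 5.50 ± 0.26 (SE, n = 3 per group) or 45.4-fold. Glyma06g17610, similar to the abscisic acid-responsive gene HVA22D, rose by 5.39 ± 0.23 on the log2 scale. The count was also 11 when adjusted over the list alone. The list moved up against all other genes (camera with a preset inter-gene correlation, adjusted p = 9.77e-14), and it was the only 1 of the 10 lists tested that kept its call with an estimated correlation (adjusted p = 0.0399).

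Several NAC transcription factors, a plant family with many stress-responsive members, were among the strongly changed genes. The first list of NAC genes was chosen by the study for change under drought in V6 leaves of other plants. Of its 23 genes 13 were higher, 2 were lower and 8 were not called in R2 leaves, with a median log2 fold change of 1.06. Among those called higher was GmNAC102 (Glyma13g35560), with a log2 fold change of 1.33. The study's list mixes genes given as higher and as lower at V6. It gives GmNAC102 as lower there, and likewise the genes called lower in R2 leaves. These counts therefore do not by themselves show the same direction at both stages. GmNAC085 (Glyma12g22880) rose by 4.74 ± 0.25 on the log2 scale (SE, n = 3 per group), GmNAC006 (Glyma02g07700) by 4.54 ± 0.17, GmNAC101 (Glyma13g35550) by 4.40 ± 0.20 and GmNAC127 (Glyma16g26740) by 4.30 ± 0.29. Among the NAC genes listed by the study, GmNAC065 (Glyma08g47520), with a log2 fold change of -2.55 ± 0.21, and GmNAC057 (Glyma08g08010), with -2.53 ± 0.24, were called lower. So were the NAC-like gene Glyma10g20830, with -1.82 ± 0.24, and GmNAC130 (Glyma17g00650), with -1.07 ± 0.20. The probe set of Glyma10g20830 shared all its values with another probe set, so its fall cannot be assigned to this gene alone. NAC genes outside the study's lists were looked for on chromosome 1 only. The call of GmNAC130 rested on well-watered plant 1, without which its log2 fold change was -0.96, and it was also lost with array weights, at -0.82. The list from V6 leaves moved up (camera, adjusted p = 5.63e-07; adjusted p = 0.0532 with an estimated correlation). Adjusted over the list alone, 13 of its genes were higher and 2 were lower. The second list of NAC genes was chosen by the study for change in R2 leaves. Of its 27 genes 23 were higher and 4 were lower, also when adjusted over the list alone. These genes were chosen on the same 6 arrays, so neither this count nor the list's shift (camera, adjusted p = 8.01e-15; adjusted p = 0.0532 with an estimated correlation) is independent evidence of their direction. GmNAC127, GmNAC065 and Glyma10g20830 stand on this second list alone.

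**Figure D1:**
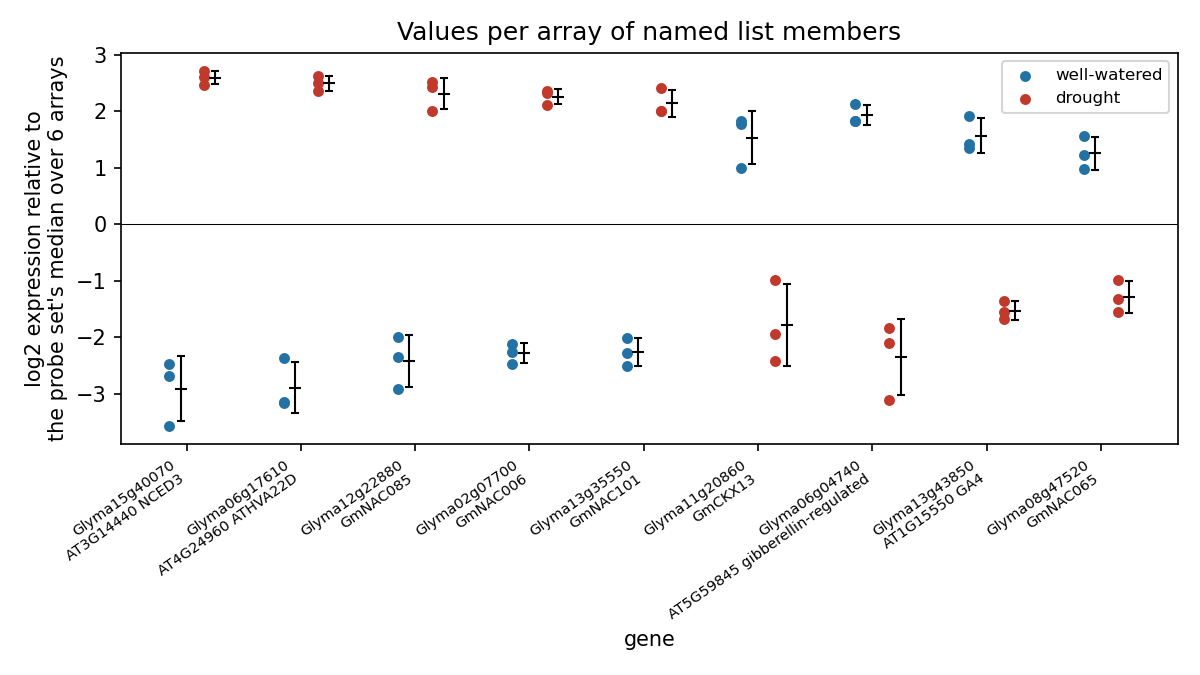
Log2 expression of 9 named genes relative to the median of each probe set over 6 arrays (vertical axis), with 1 point per array, well-watered in blue and drought in red, and black bars for the mean ± SD of 3 arrays. The 3 arrays of each group lie apart from those of the other group for each gene plotted, as for NCED3-like Glyma15g40070 with a log2 fold change of 5.50.

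The gibberellin and brassinosteroid lists included only falls among their called members. Of 10 gibberellin genes 4 were lower and 6 were not called. Glyma06g04740, of the gibberellin-regulated family, fell by 4.27 ± 0.29 on the log2 scale (SE, n = 3 per group), and Glyma13g43850, similar to GA4, which encodes a gibberellin 3-oxidase that makes active gibberellin, fell by 3.09 ± 0.20. Of 8 brassinosteroid genes 4 were lower and 4 were not called. Glyma08g06810, similar to the squalene epoxidase XF1, fell by 1.96 ± 0.32, which the methods' t-test did not call, and Glyma12g01160, similar to the sterol methyltransferase SMT1, fell by 1.32 ± 0.17. Both act in sterol synthesis, which lies before the steps particular to brassinosteroids. Adjusted over each list alone the counts were the same 4 and 4, and the methods' t-test called 2 brassinosteroid genes. Both lists moved down with the preset correlation (camera, adjusted p = 0.000326 for gibberellin and 0.00091 for brassinosteroid). With an estimated correlation, which was 0.175 for gibberellin and -0.118 for brassinosteroid, neither passed (camera, adjusted p = 0.1 and adjusted p = 0.0532).

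Among the 40 genes of the auxin list 5 were lower, none was higher and 35 were not called, with a median log2 fold change of -0.77. The study reported all of them as lower under drought in V6 leaves, so the list already ran one way at V6. Glyma07g34190, similar to the auxin efflux carrier PIN7, fell by 3.15 ± 0.18 on the log2 scale (SE, n = 3 per group). Glyma09g35580, similar to the small auxin-responsive gene AT4G38840, fell by 2.78 ± 0.27. Adjusted over the list alone, 8 genes were lower. The list moved down with the preset correlation (camera, adjusted p = 1.88e-07), whereas adjusted p = 0.23 with an estimated correlation, which was 0.383. The values of 27 members similar to the small auxin-responsive (SAUR) genes AT4G38840 or AT5G18020 were high on the array of well-watered plant 1, at a median of 1.40, against 0.02 for plant 3 and 0.24 for plant 4. Their median log2 fold change was -0.82 with all arrays and -0.38 without well-watered plant 1. Only 1 of these 27 was called lower, and the other 13 members held 4 of the 5 calls. These 13 include 4 relatives of other SAUR genes (AT2G46690 and AT4G00880), of which 1, Glyma16g02350, was called lower. The number of called auxin genes was 12 without well-watered plant 3, 8 without drought plant 12 and 8 with quantile normalization.

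**Figure D2:**
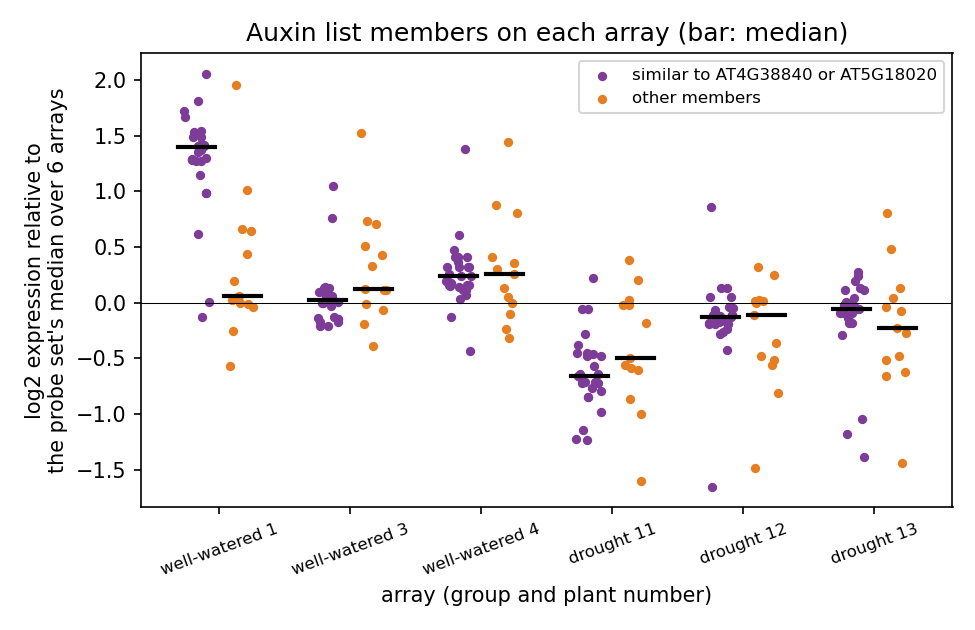
Log2 expression of the members of the auxin list relative to the median of each probe set (vertical axis) on each of 6 arrays (horizontal axis), with 1 point per gene, 27 members similar to AT4G38840 or AT5G18020 in purple, 13 other members in orange, and bars for the medians. The median of these 27 members is 1.40 on the array of well-watered plant 1 and between -0.66 and 0.24 on the other arrays.

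Genes of the ethylene list changed in both directions. Of 34 members 5 were higher, 11 were lower and 18 were not called, and the counts were 5 and 11 when adjusted over the list alone. The methods' t-test called 8 members, against 16 with limma. Glyma18g50870, similar to a 2OG-Fe oxygenase, rose by 4.18 ± 0.34 on the log2 scale (SE, n = 3 per group), and Glyma07g25390, similar to a 2-oxoglutarate-dependent dioxygenase, rose by 2.41 ± 0.19. Such enzymes form a large family, of which ACC oxidase, the last enzyme of ethylene synthesis, is a member. The list members described as ACC oxidase did not rise. Glyma06g12340 fell by 1.45 ± 0.26, which the methods' t-test did not call, and Glyma04g42460 had a log2 fold change of 6.6e-05 and was not called. Glyma10g04210, similar to the ethylene response factor ERF1, fell by 3.41 ± 0.30, and Glyma19g40330, similar to a universal stress protein, fell by 2.43 ± 0.19. Another member similar to ERF1, Glyma10g00980, went the other way and rose by 1.34 ± 0.35, which the methods' t-test did not call. Members called lower also included Glyma07g03810, similar to GA4, at -1.57, and Glyma12g34200, similar to GA2OX8, at -1.30. By these names they are gibberellin genes, so the counts and the shift of this list are not those of ethylene genes alone. The list moved down (camera, adjusted p = 0.00382; adjusted p = 0.0532 with an estimated correlation).

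Of 11 jasmonate genes 3 were higher, 1 was lower and 7 were not called, also when adjusted over the list alone. Glyma14g39790, similar to OPR1, rose by 1.93 ± 0.15 on the log2 scale (SE, n = 3 per group) and Glyma20g11610, similar to the lipoxygenase LOX2, by 1.88 ± 0.27, while Glyma20g28290, similar to the lipoxygenase LOX5, fell by 2.14 ± 0.30, a call that the methods' t-test, which called 2 members, did not give. The median log2 fold change of the list was -0.12 and its mean was 0.10, and the list test, whose direction was up, did not pass (camera, adjusted p = 0.759). The salicylic acid list held 2 genes, which is too few for a test, and none was called. Glyma16g24740, similar to BSMT1, had a log2 fold change of -0.82 ± 0.25 (adjusted p = 0.0434, limma), below the 2-fold criterion, and was called only without well-watered plant 3, at -1.03.

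A panel of 10 genes for senescence and cytokinin breakdown, which had also been assayed by qRT-PCR, went both ways on the arrays, with 3 higher, 3 lower and 4 not called. The stay-green genes GmSGR2 (Glyma01g42390) and GmSGR1 (Glyma11g02980), whose products act in chlorophyll breakdown, rose by 2.81 ± 0.21 and 1.07 ± 0.21 on the log2 scale (SE, n = 3 per group). The call of GmSGR1 was lost without well-watered plant 4, at 0.96, and without drought plant 12, also at 0.96. The senescence-associated receptor kinase gene GmSARK (Glyma13g34100) had a log2 fold change of 0.61 ± 0.29 and was not called. Among genes for cytokinin oxidases, which degrade cytokinin, GmCKX13 (Glyma11g20860) fell by 3.31 ± 0.35, GmCKX17 (Glyma17g34330) by 1.48 ± 0.17 and GmCKX12 (Glyma09g35950) by 1.24 ± 0.18, while GmCKX14 (Glyma12g01390) rose by 1.30 ± 0.25. The methods' t-test called neither GmCKX14 nor GmSGR1. The log2 fold changes of the genes not called were -1.89 ± 0.65 for GmCKX02 (Glyma03g28910), -0.93 ± 0.25 for GmCKX15 (Glyma04g05840) and -0.24 ± 0.20 for GmCKX01 (Glyma19g31620). GmCKX02 stood at 3.33 on the array of well-watered plant 1, against 0.52 and 0.22 for plants 3 and 4. Without well-watered plant 1 the log2 fold change of GmCKX02 was -0.91 and it was not called, and it was called only without well-watered plant 4, at -2.46, and with quantile normalization, at -1.79. GmCKX15 was called without well-watered plant 1, at -1.20, without drought plant 13, at -1.07, with quantile normalization, at -1.05, and with array weights, at -1.19. Adjusted over the list alone, 3 genes were higher and 4 were lower, and the list as a whole did not shift one way (camera, adjusted p = 0.359). These 7 cytokinin oxidase genes also make up most of the 8 genes of the cytokinin list, of which 1 was higher, 3 were lower and 4 were not called. Adjusted over the list alone, 1 was higher and 4 were lower. The list moved down (camera, adjusted p = 0.0109; adjusted p = 0.0891 with an estimated correlation).

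**Figure D3:**
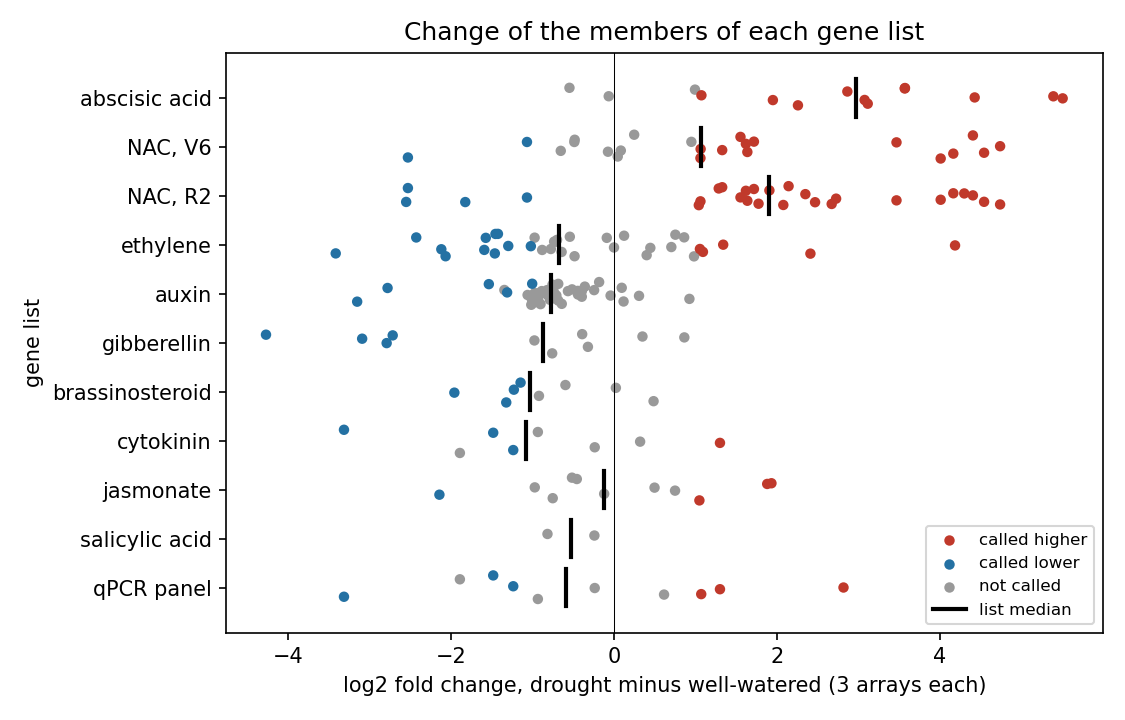
Log2 fold change, drought minus well-watered with 3 arrays each (horizontal axis), of every member of 11 gene lists (vertical axis), with 1 point per gene, red for genes called higher, blue for lower and grey for not called, and black bars for the list medians. The abscisic acid list lies furthest to the right, with a median of 2.97, and the median of the auxin list is -0.77.

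The list tests with the preset correlation need caution. With the real groups 8 of the 10 lists passed, and among the other splits of the same 6 arrays up to 7 lists passed. Each other split has plants of both treatments on each side and so keeps part of the treatment difference. The number of lists passing there is therefore not a number of false passes. As a self-contained test, fry found that the members of 9 lists moved, on balance, one way, the exception being the qRT-PCR genes (adjusted p = 0.127). The 9 include the R2 NAC list, which was chosen on these arrays, and the jasmonate list (fry, adjusted p = 0.0462), of which 5 members had positive and 6 had negative log2 fold changes.

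The arrays fell apart by treatment. The first principal component, with 67.3% of the variance, separated the 3 drought arrays from the 3 well-watered arrays. The second, with 14.4%, set well-watered plant 1 against well-watered plant 3. The Pearson correlation between arrays of one group, across probe sets, which are not independent replicates, was lowest between well-watered plants 1 and 3, at 0.432, and highest between drought plants 12 and 13, at 0.639. Every correlation between the groups was negative, as centring each probe set favours. The array medians lay between -0.107 for well-watered plant 1 and 0.132 for well-watered plant 3.

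The fold changes in the authors' deposited table were compared with those computed here from the value table. Across genes, which are not independent replicates, Pearson's r and Spearman's rho were both 1. At the same thresholds the authors' deposited table holds 2316 genes higher and 2037 lower.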

Values the study reported

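The study reported 66195 probes on the array that matched gene identifiers. Using a ratio of at least 2 and a q-value under 0.05, it detected 1818 upregulated and 1688 downregulated genes in drought-stressed R2 leaves, counted among 41059 genes with a known function. By the same criteria it found 23 upregulated and 4 downregulated GmNAC genes in these leaves. Leaf relative water content was given as 91±1% in well-watered and 32±2% in drought-stressed R2 plants, at soil moisture contents of 30% and 5%. By qRT-PCR in R2 leaves the study gave GmSGR1, GmSGR2 and GmCKX14 as higher in drought. It gave the other cytokinin oxidase genes of the panel, with GmCKX01, GmCKX02 and GmCKX15 among them, as lower. Each of these changes had a p under 0.05 in qRT-PCR, whereas the rise given for GmSARK did not.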

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

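No paired analysis was possible because the plant numbers are not shared between the groups. Tests of single named genes gave 514 of 530 values on the same side of the threshold, 9 no longer past it, 7 newly past it and none reversed, over 53 genes. Many of these genes were chosen for large changes on the same arrays. The share therefore says little about genes near the threshold. The number of genes higher in drought was between 3050 and 3523 when single arrays were left out, and that of genes lower between 2861 and 3237. Median subtraction kept 98.8% of the calls, quantile normalization 96.8% and array weights 89.9%, and no call turned its direction. The methods' t-test called 2041 genes lower, with no moderation of the spread, and without the fold criterion 6589 genes were higher and 6583 lower, by construction.

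With an estimated inter-gene correlation the adjusted p was 0.0532 for the V6 NAC list, the R2 NAC list, ethylene and brassinosteroid, 0.23 for auxin, 0.1 for gibberellin and 0.0891 for cytokinin, all in the same direction as before but no longer past the threshold. The estimate was -0.0057 for ethylene, -0.118 for brassinosteroid and -0.0312 for cytokinin, all below the preset 0.01. A higher correlation between members thus does not account for the loss of these calls. For ethylene the camera p, before adjustment, rose from 0.00268 to 0.0258 although the estimate was lower. More than the correlation therefore differed between these settings. The estimate was above the preset value for the V6 NAC list (0.0812), the R2 NAC list (0.122), auxin (0.383) and gibberellin (0.175). The loss of their calls can thus not be put down to correlation alone. The jasmonate list, not past the threshold of camera at any setting, turned down without well-watered plant 3 (adjusted p = 0.681) and without drought plant 12 (adjusted p = 0.993), in a range from 0.408 to 0.993 with single arrays left out. The cause was not tested.

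The settings named here were fixed beforehand, but following counts of called list members over them was added after seeing the data. These counts moved by over 1.5 times for auxin, to 8 with quantile normalization. They did so too for ethylene, to 8, jasmonate, to 2, and brassinosteroid, to 2, with the methods' t-test. With single arrays left out, the count lay between 4 and 12 for auxin, the highest without well-watered plant 3, and between 0 and 1 for salicylic acid, the 1 being without well-watered plant 3. The share of the first principal component lay between 66.3% and 74.3%, the highest again without well-watered plant 3. The cause was not tested. Counting probe sets with identical values once gave 3292 genes higher and 3057 lower.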

Other observations

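Gene descriptions were at hand for 1831 genes of chromosome 1 alone, of which 101 were higher and 110 lower in drought-stressed leaves. The keyword lists fixed before the data were examined were therefore partial, and their members were counted without a list test. All 10 genes for cytosolic ribosomal proteins had a negative log2 fold change, with a median of -0.61, and 2 of them were called lower. For photosynthesis, the light-harvesting gene and both photosystem genes found had values from -0.95 to -0.65. Each had an adjusted p under 0.05 (limma), but none reached 2-fold, so none was called. Of 2 Calvin cycle genes 1 was lower, namely the phosphoribulokinase gene Glyma01g01370, with a log2 fold change of -1.47 ± 0.17 (SE, n = 3 per group). Of 6 genes found by the NAC keyword 2 were higher, but Glyma01g18780, which was not called, belongs by its description to the nascent polypeptide-associated complex, which is not a NAC transcription factor. Of 6 WRKY genes 2 were higher. Words for chlorophyll breakdown and senescence found 10 genes, most of them similar to a single unknown protein, of which 2 were lower. They missed GmSGR2 (Glyma01g42390) of the same chromosome, which was called higher and has no description among those at hand, so this count does not describe chlorophyll breakdown. Among words for other tissues, none of 3 pollen genes and none of 5 cuticle genes was called, and 1 of 7 xylem and lignin genes was lower.

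Single genes on this chromosome, chosen after their values were seen, included genes of proline and abscisic acid metabolism. Glyma01g24530, similar to P5CS1 of proline synthesis, rose by 1.84 ± 0.26 on the log2 scale (SE, n = 3 per group). The words for abscisic acid synthesis and breakdown found 3 genes, which did not move one way. Glyma01g39310, similar to the zeaxanthin epoxidase gene ABA1, rose 2.29-fold, Glyma01g35660, similar to CYP707A1, which breaks down abscisic acid, fell by 1.53 ± 0.25, and Glyma01g35910, similar to NCED4, had a log2 fold change of -0.55 ± 0.18 and was not called. The 3 largest changes among the called genes with a description were those of Glyma01g02580, similar to the elicitor-activated gene ELI3-2, which rose by 5.73 ± 0.53, Glyma01g31320, similar to AT2G38310, which fell by 4.38 ± 0.25, and Glyma01g31300, similar to a ferritin gene, which rose by 4.35 ± 0.27.

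The numbers of genes called with limma over all probe sets were 3295 higher and 3065 lower. Both are higher than the values quoted from the study above, which were counted with another test over genes with a known function.

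Of the tests that follow, those on array offsets, identical probe sets, the spread of the well-watered arrays, the order of neighbouring genes and the splits for called genes were chosen or corrected after the result was seen. The 6 arrays allow only 10 splits into 3 and 3, too few for a share under 0.05. The real groups gave 3295 genes higher and 3065 lower and were the only 1 of the 10 splits with as many, and the highest number in any other split was 0 in both directions. For gene lists past the threshold with the preset correlation, the real groups gave 8 and the highest other split 7, again with 1 split reaching the real number. Every other split mixes the treatments on both sides, which leaves part of the treatment difference and widens the spread within sides. Neither number therefore measures what chance alone would give.

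The auxin list members similar to the SAUR genes AT4G38840 or AT5G18020 were high in well-watered plant 1, where 21 of 27 exceeded the mean of the other well-watered plants by over 1 on the log2 scale, against 0.755% of all probe sets. An offset of that whole array is argued against by the median excess of 1.44 that was left after array medians were subtracted, and identical probe sets by a median excess of 1.28 over the 19 members with values of their own. A wrong treatment label is argued against by the 93.3% of the 6488 genes called without plant 1 for which it lay nearer to the well-watered mean. Without these members the other 13 auxin genes moved down (camera, adjusted p = 0.00293; adjusted p = 0.0494 with an estimated correlation), as did the 9 left without any SAUR relative (adjusted p = 0.00091; adjusted p = 0.0444 with an estimated correlation), both settings added after seeing the data. Probe sequences were not used here, so signal shared between similar SAUR genes stays open, as does a state of this plant that may raise these genes. No biological explanation was tested, since the design gives nothing that sets plant 1 apart.

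The well-watered arrays differed more among themselves than the drought arrays, with median SDs of 0.250 and 0.173 per gene. Offsets of whole arrays are argued against as the whole cause, since the ratio was 1.325 after array medians were subtracted, and from 1.112 to 1.609 over choices of 2 arrays per group. A single deviating array may account for part of it. With pairs of arrays compared, the ratio fell to 1.126 without well-watered plant 3, was 1.271 without plant 1 and was 1.596 without plant 4, and 3 arrays are too few to settle this. A different spread among well-watered plants themselves stays open and untested.

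Genes next to each other in the order of their identifiers changed alike, with a Pearson r of 0.12 and a Spearman rho of 0.0999 across 65724 neighbouring pairs, which are not independent replicates, pairs with identical values left out. Among 10000 shuffled orders within chromosomes the highest r was 0.0153, and the permutation p (one-sided) of 1e-04 is the smallest they can give, which argues against chance order. Signal shared between neighbouring probe sets may contribute, since residuals within groups also correlated between neighbours, with a mean of 0.0472 over arrays. That value lies below the one for the fold changes, but noise lowers a correlation of residuals, so shared signal and joint regulation of neighbouring copies cannot be told apart here.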
